A study of Mus musculus with 4 samples.

How the data were processed

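Bone marrow cells of transplanted mice were taken 10 weeks after transplantation and sorted on CD45.2, a surface antigen used to tell donor from host blood cells. Single cells were profiled with a 10x Genomics 5′ version 2 kit, per the labels' protocols. The 4 libraries were 1 each of control Kit+ cells, Mll3/4 deleted Kit+ cells, Mll3/4SI Kit+ cells and control B220lo cells. Kit marks stem and progenitor cells, and low B220 marks B-lineage cells. The labels do not expand the abbreviation SI, and they do not say how many mice entered each library.

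The deposited matrices held UMI counts per gene and cell barcode, not normalized, made with Cell Ranger 7.1.0, per the file headers. The authors' cell calling came before deposit, and the lowest total of a barcode was 500 or 501 UMIs in each library. Each library also had a deposited table of assembled immunoglobulin contigs with reads and UMI counts per contig, and every contig in it was listed as productive and of high confidence. The genome build was stated by neither the labels nor the headers. Of the 32285 genes in the files, 32158 had their identifier in the GENCODE M21 annotation of GRCm38, which was used only for the positions of named genes and for finding Y-linked genes.

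Barcodes were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs. Doublets were scored with Scrublet, run in scanpy 1.11.5 for each library with an expected share of 8%. Scrublet's own threshold marked 0 barcodes of the deleted library and 2 of the control B220lo library, so it had not worked there. A fixed score of 0.25 was therefore applied to all libraries, chosen after the scores were seen. It removed 821 of the scored control Kit+ barcodes, 1144 of the deleted, 622 of the SI and 915 of the control B220lo barcodes. After both steps 51773 cells remained.

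Cells of all 4 libraries were clustered together on 2000 variable genes without immunoglobulin or T-cell receptor segments, 30 principal components, 15 neighbours and Leiden resolution 1.0 (leidenalg 0.10.2). No correction between libraries was applied. Markers of each cell class were fixed before the data were examined. The rule that turned markers into names was not, and 3 forms of it were tried after the clusters and the class counts per library had been seen. The first set each cluster against all other cells, and it left cycling B-lineage clusters without a name because B-lineage cells filled so much of the data. The next set each cluster against the median cluster, and under it the HSPC-like class was almost lost under the stricter cell filter, with program genes left out of the variable genes and at Leiden resolution 0.5. The form used here set each cluster against the mean of clusters, each weighing the same, and it was chosen because the HSPC-like class was then present under every clustering setting. Class shares and program values under both earlier forms are given with the other alternatives.

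A name required at least 3 markers of the class at 2-fold or more over that mean (with 5 CPM added) and detected in at least 10% of the cluster's cells. A cluster stayed unnamed when its 10 leading genes held more markers of another class, when it held fewer than 20 cells, or when its UMI counts were low and no marker led it. Another rule, also set after the data were seen, left unnamed a cluster with at least 5 B-lineage and 5 granulocyte markers and at least 2 times the median UMI count. Of 41 clusters, 40 of which held at least 20 cells, 3 stayed unnamed. A class was compared between libraries only where no cluster of it had more leading genes of another class than of its own. HSPC stands for hematopoietic stem and progenitor cells, and the ending "-like" means that a name rests on transcripts alone.

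UMI counts were summed per class and library and expressed as CPM, the count of a gene relative to the total count of that class in that library. Log2 ratios carried a pseudocount of 1 CPM, which understates the change of low genes. Program lists of 20 B-lineage, 16 myeloid and 20 HSC (hematopoietic stem cell) genes, and lists of 20 S phase and 20 G2/M genes, were fixed before the data were examined. Of the program genes, 14 of the B-lineage list, 6 of the myeloid list and 10 of the HSC list are also markers of the B lineage, granulocyte and HSPC classes, so a class named by these markers is not independent of its list. The median log2 ratio of a list was set against 10000 random lists of the same size matched on mean expression. Genes were named by a fixed rule. They were the 5 largest ratios each way among genes with at least 100 UMIs of the class in the higher library. Receptor segments, mitochondrial and ribosomal protein genes, predicted genes with numbered names, genes whose names end in Rik, Xist, Tsix and Y-linked genes were left out. The log2 ratio step was tested on simulated data with 200 genes changed. For HSPC-like cells of the deleted library, 100% of the changed genes came back within 0.5 log2 units, over 3059 genes. For HSPC-like cells of the SI library the figure was 97.5%, over 10348 genes, and for granulocyte-like cells of the SI library 95.0%, over 10818 genes. The comparison of deleted HSPC-like cells itself covered 10496 genes, so most of them were outside this check.

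With 1 library per group there was no test between groups, and every difference compares libraries and has no replicate check. Sums of counts carry exact Poisson intervals and shares carry exact binomial (Clopper-Pearson) intervals, all at the 95% level. Intervals cover counting error only. The interval of a log2 share ratio combines the opposite ends of both binomial intervals, so it is wide. Ratios of counts, including those of the cell cycle lists, carry exact conditional binomial intervals. Intervals of list medians come from Poisson redraws of the counts. Beside correlations, the lowest and highest of the simulations or draws are given. A count of 0 was given the upper limit of 3 counts. For shares of cells with a UMI, each cell was thinned to 2000 UMIs. The alternatives were other cell filters, doublets kept, other Leiden resolutions, program genes left out of the variable genes, clusters from the control libraries alone, other denominators, pseudocounts and gene minimums, and other contig rules. For clusters from the control libraries, each deleted or SI cell took the most common cluster of its 15 nearest control cells. No limit was set on distance, so every cell was assigned. An alternative was counted as moved when its value lay outside the counting interval of the value as reported. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9.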

Results

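Transcripts of single bone marrow cells were counted in 4 libraries, 1 per group, 10 weeks after transplantation. The files held 12205 barcodes and 163751605 UMIs for control Kit+ cells, and 15091 barcodes and 130424242 UMIs for Mll3/4 deleted Kit+ cells. They held 12345 barcodes and 166327773 UMIs for Mll3/4SI Kit+ cells, and 16861 barcodes and 85445426 UMIs for control B220lo cells. Median depth was 11964 UMIs per barcode in the control Kit+ library, 6761 in the deleted, 12148 in the SI and 3272 in the control B220lo library. After filtering, 11077, 13780, 11467 and 15449 cells were kept, in the same order. There were no replicates, so no difference was tested. The libraries also differed in sex-linked transcripts. Over all deposited barcodes, Y-linked transcripts stood at 149 CPM in the deleted library and at 0.0244, 0.0301 and 0.515 CPM in the control Kit+, SI and control B220lo libraries, so sex and genotype differed together.

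MLL3 and MLL4 are histone methyltransferases encoded by Kmt2c (ENSMUSG00000038056) and Kmt2d (ENSMUSG00000048154). In the GRCm38 annotation Kmt2c lies on chromosome 5 from 25271798 to 25498783 and Kmt2d on chromosome 15 from 98831669 to 98871204, both on the minus strand. Positions given for other genes are from the same annotation and are on the plus strand. Kmt2c was counted at 58.3 CPM (57.1 to 59.6) in control Kit+ cells, 51.7 CPM (50.4 to 53.1) in deleted cells and 62.6 CPM (61.3 to 63.9) in SI cells. Kmt2d was counted at 23.9 CPM (23.1 to 24.7) in control Kit+ cells, 20.1 CPM (19.29 to 20.96) in deleted cells and 20.6 CPM (19.9 to 21.3) in SI cells. Control B220lo cells had 145 CPM of Kmt2c and 41.3 CPM of Kmt2d. A 5′ library counts fragments near the start of a transcript and the counts do not resolve exons, so they neither show nor exclude a deletion further along the gene. Restricting the count to HSPC-like cells moved these values most, to 68.2 CPM of Kmt2c in the control, 38.9 CPM in the deleted and 78.1 CPM in the SI library.

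The series title asks how loss of both proteins, against loss of their enzymatic function, bears on stem cells, myeloid identity and B-cell priming. The makeup of the Kit+ libraries was compared first. B lineage-like cells made up 0.388% (0.281 to 0.523) of control Kit+ cells, 93.5% (93.0 to 93.9) of deleted Kit+ cells and 0.192% (0.120 to 0.290) of SI Kit+ cells. The log2 ratio to control was 7.91 for the deleted library, and the stricter cell filter moved it most, to 7.81. Under that filter the B lineage-like share itself fell to 51.9% of deleted and 0.231% of control Kit+ cells, and 42.7% of deleted cells were unnamed. A cluster of 5531 cells with 11 B-lineage markers had then lost its name, because a marker of another class was among its leading genes. The log2 ratio of B lineage-like cells was -1.02 for the SI library, with an interval of -2.12 to 0.047 that included 0. HSPC-like cells made up 24.1% of control, 0.885% of deleted and 18.9% of SI cells, with log2 ratios of -4.77 and -0.36. Granulocyte-like cells made up 32.1%, 3.14% and 24.8%, with log2 ratios of -3.35 and -0.37. Erythroid-like cells made up 25.8%, 0.675% and 10.0%, with log2 ratios of -5.26 and -1.36.

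The share of a class depends on what fills the rest of its library. Among cells outside the B lineage-like class, the log2 ratio of deleted to control was -0.84 for HSPC-like, 0.57 for granulocyte-like and -1.33 for erythroid-like cells, so the granulocyte-like ratio changed direction. The SI ratio for HSPC-like cells also changed direction, to 0.39, when clusters were taken from the control libraries alone. Basophil or mast-like cells made up 2.09% (1.84 to 2.38) of control and 34.9% (34.0 to 35.8) of SI cells, a log2 ratio of 4.06. This class was examined only after its size was seen. Its ratio ranged from 1.89 with clusters from the control libraries to 10.31 with the stricter cell filter. Under that filter the control library had 3 such cells. No SI ratio was taken outside this class, but the cell counts bear on the effect of its size. HSPC-like and granulocyte-like cells numbered 2162 and 2849 in SI, and 2675 and 3560 in control. With the 4003 SI and 232 control cells of this class left out of 11467 and 11077, neither share is lower in SI. Its size can thus account for the lower SI shares of these 2 classes. It cannot fully account for that of erythroid-like cells, at 1149 against 2162 HSPC-like cells in SI and 2856 against 2675 in control.

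Clusters with at least 95% of their cells from 1 library held 93.8% of kept deleted cells, 44.7% of kept SI cells and 92.5% of kept control B220lo cells, and there were 0 such clusters for the control Kit+ library. Such clusters may be that library and not a cell type. They include HSPC-like cluster 30, with 229 SI and 0 control Kit+ cells, granulocyte-like cluster 15, with 1144 SI and 16 control Kit+ cells, and basophil or mast-like cluster 8, with 2382 SI and 2 control Kit+ cells, and cluster 12, with 1369 SI and 1 control Kit+ cell. The control B220lo library had 10, 22, 22 and 18 cells in these clusters, in the same order. Its HSPC-like class had 21 cells and its basophil or mast-like class 43 cells in all. Interferon-response and other immune genes (Ifit1, Iigp1, Ifit3 and Cxcl10) led basophil or mast-like cluster 34, which held 108 SI and 13 control Kit+ cells. Basophil or mast-like cluster 25 held 216 control Kit+ and 144 SI cells, 1.95% and 1.26% of these libraries. The rise of the class in the SI library thus lay in clusters 8, 12 and 34. Unnamed clusters held 3.70% of control Kit+, 1.17% of deleted, 4.53% of SI and 0.155% of control B220lo cells. Most of these cells were in cluster 16, which had 7 HSPC markers but a granulocyte marker among its leading genes. It held 3.70% of control Kit+, 0.624% of deleted, 4.53% of SI and 0.149% of control B220lo cells. Cluster 35 was kept out of a class by a rule set after the data were seen. It held 0.537% of deleted cells, 1 control B220lo cell and 0 cells of the other libraries, with markers of both B-lineage and granulocyte cells and 4.08 times the median UMI count of its library.

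**Figure D1:**
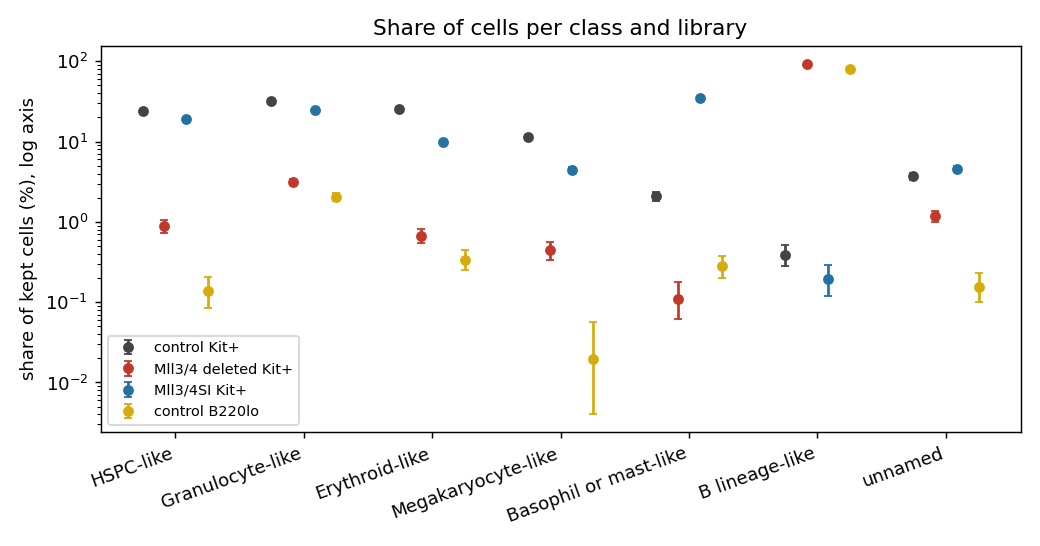
Share of kept cells in each class (percent, log axis) for the 4 libraries; points are 1 library each and bars are exact binomial 95% intervals. B lineage-like cells fill 93.5% of the deleted Kit+ library and 79.4% of the control B220lo library, against 0.388% of the control Kit+ library.

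Program lists were then compared in HSPC-like cells, of which there were 2675 in the control, 122 in the deleted and 2162 in the SI library. The B-lineage list had a median log2 ratio of 2.53 (2.16 to 2.91) in deleted over control cells, above all 10000 random lists, and 17 of its 20 genes had a higher CPM. With the 2 genes that had 0 UMIs in control cells set at a floor of 3 counts, the median was 2.42. Keeping doublets moved the median most, to 4.38. This also changed the clusters and took the class from 122 to 220 deleted cells. With doublets removed, naming against all other cells gave 4.02, so the move need not come from doublets. Ebf1 (ENSMUSG00000057098, chromosome 11, 44617317 to 45008091) rose from 0.118 to 38.9 CPM, on 3 and 69 UMIs, a ratio of 331 (108 to 1642). Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) rose from 0.0784 to 54.1 CPM, on 2 and 96 UMIs, a ratio of 690 (186 to 5778).

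The same list was also higher in other classes of the deleted library. Summed over the list it stood at 496 CPM (464 to 530) in HSPC-like, 669 CPM (652 to 687) in granulocyte-like, 846 CPM (799 to 894) in erythroid-like and 566 CPM (518 to 618) in megakaryocyte-like cells. In the control Kit+ library these classes had 203, 96.0, 219 and 173 CPM. B lineage-like cells of the deleted library had 19993 CPM.

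**Figure D2:**
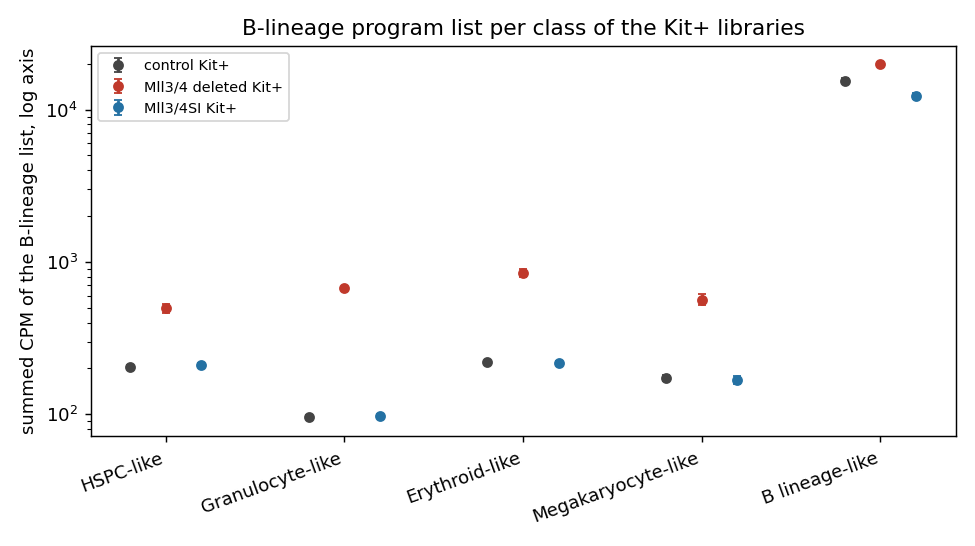
Summed CPM of the B-lineage list (log axis) per class of the 3 Kit+ libraries; points are 1 library each and bars are exact Poisson 95% intervals. In the deleted library the list is higher than in control in all 4 non-B classes drawn, with 496 CPM in HSPC-like and 846 CPM in erythroid-like cells.

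Single cells were compared at 2000 UMIs each. Cd79a had a UMI in 7 of 121 deleted HSPC-like cells, or 5.79% (2.36 to 11.6), and in 9 of 90 deleted erythroid-like cells, or 10.0% (4.68 to 18.1). Ebf1 had a UMI in 4.13% (1.36 to 9.38) of the deleted HSPC-like and 7.78% (3.18 to 15.4) of the deleted erythroid-like cells. Median depth before thinning was 13999.5 UMIs in the HSPC-like and 9870 UMIs in the erythroid-like cells, and the thinning left out 1 and 3 cells. Without thinning, which moved these shares most, 34.4% of deleted HSPC-like and 47.3% of deleted erythroid-like cells had a Cd79a UMI. The HSPC-like shares of both genes at 2000 UMIs were not above those in erythroid-like cells, which should lack the genes, and are read as background at this depth. In control HSPC-like cells, 1 of 2636 had an Ebf1 UMI.

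The myeloid list had a median log2 ratio of -0.12 (-0.26 to 0.016) in deleted HSPC-like cells, at percentile 3.37 of the random lists. This interval included 0, and 4 alternatives gave a positive median, the highest 0.23 with doublets kept. The median hides a split list, with 6 genes higher and 10 lower in deleted cells. CPM ratios were 1.17 (1.14 to 1.19) for Mpo and 1.30 (1.24 to 1.37) for Elane. They were 0.26 (0.15 to 0.44) for Fcgr3 and 0.25 (0.12 to 0.46) for Ly86. In SI HSPC-like cells the median of the myeloid list was -0.29 (-0.35 to -0.24), below all 10000 random lists. The HSC list had a median of -0.055 (-0.21 to 0.096) in deleted and -0.059 (-0.13 to 0.014) in SI cells, at percentiles 32.4 and 0.11, and both intervals included 0. The SI median ran from -0.48 with clusters from the control libraries to 0.0086 with program genes left out of the variable genes. Every alternative outside its interval lay below it, with -0.14 when centred on the median gene. Of the 20 genes of the HSC list, 10 are also markers that named the HSPC-like class, so the list and the class are not independent. The B-lineage list in SI cells had a median of 0.13 (0.050 to 0.21), at percentile 90.7. Its sign changed to -0.059 with clusters from the control libraries and to -0.0065 at Leiden resolution 0.5. The median of all compared genes was itself at 0.078 in SI HSPC-like cells.

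Over all genes with at least 100 UMIs, the median absolute log2 ratio in HSPC-like cells was 0.21 for deleted and 0.12 for SI over control. A pseudocount of 10 moved the deleted value most, to 0.16. Random parts of the control HSPC-like cells of 122 and 1337 cells differed from the rest by 0.16 and 0.061. In granulocyte-like cells the values were 0.14 for deleted and 0.10 for SI, against 0.074 and 0.046 between control parts. The correlation across genes of the deleted and SI log2 ratios was 0.212 in HSPC-like cells, and 0.179 with a pseudocount of 10. Simulated unchanged groups sharing a control gave a median of 0.174 (lowest to highest of 100 simulations, 0.140 to 0.208). Disjoint parts of the control cells gave 0.215 (0.169 to 0.255 over 20 draws). In granulocyte-like cells the correlation was 0.193, against 0.247 (0.218 to 0.285) simulated and 0.322 (0.290 to 0.403) between control parts. It lay below the lowest of both. Genes are not independent replicates.

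Among genes named by the fixed rule in HSPC-like cells, Def8 (ENSMUSG00000001482, chromosome 8, 123423527 to 123463270) rose from 74.2 to 1075 CPM in the deleted library, a log2 ratio of 3.84. It was also high in other classes of that library, with 976 CPM in granulocyte-like and 1333 CPM in megakaryocyte-like cells. Selenom (2.11), Mt1 (2.05), Cep85 (1.95) and Fkbp11 (1.58) followed. Selenom was also a leading gene of B lineage-like clusters 0 and 3, with 5676 and 3344 deleted cells, so RNA from such cells may add to its rise. This was not tested for the genes that followed Def8. Among the lowest was Tpm3-rs7 (ENSMUSG00000058126, annotated as a retrogene on chromosome 14, 113314608 to 113316754), with a log2 ratio of -3.95, which was low in all 4 classes compared of both altered libraries. The other 4 of the lowest rest on 1 to 3 UMIs in deleted cells. Their CPM ratios were 0.0228 (0.000577 to 0.128) for Agbl4, 0.0397 (0.00480 to 0.144) for Eya2, 0.0607 (0.0125 to 0.178) for Dpp4 and 0.0368 (0.000931 to 0.207) for Efcc1.

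In SI HSPC-like cells Serpina3i (ENSMUSG00000079014, chromosome 12, 104263122 to 104269372) had 120 CPM against 0 UMIs in control, at least 1020.3-fold higher with a floor of 3 counts. Hspa1b (3.73), Ltbp1 (3.52), Begain (3.45) and St8sia6 (3.39) followed on the log2 scale. St8sia6 also leads cluster 30, with 229 SI and 10 control B220lo cells, and Serpina3i is among the leading genes of basophil or mast-like clusters made mostly of SI cells. In the control B220lo library Serpina3i stood at 58.0 CPM (29.0 to 103.8) in the HSPC-like class, on 11 UMIs, and at 12.7 CPM (9.23 to 17.05) in the granulocyte-like class. Of its 21 HSPC-like cells, 10 were those of cluster 30, so this is not an independent control level. The lowest SI ratios were those of Tpm3-rs7 (-4.00), Zfp976 (-3.07), Gdpd3 (-3.01), Hoxb2 (-2.68) and Car3 (-2.55). In SI erythroid-like and megakaryocyte-like cells Serpina3i again had the highest ratio, and Tpm3-rs7, Zfp976, Gdpd3 and Hoxb2 were again among the 5 lowest. SI granulocyte-like cells, of which cluster 15 is a part, repeated this only in part. Serpina3i was highest there too, at least 905-fold higher than in control, followed by Cstdc5, at 680 against 1 UMI and a CPM ratio of 787 (141 to 31144), Cryab, at 547 against 0 UMIs and at least 211-fold higher, Zfp981, at 553 against 3 UMIs and a CPM ratio of 213 (72.7 to 1038), and Scin (3.48). The lowest were Rgcc (-4.74), Tpm3-rs7 (-4.18), Car3 (-3.48), Zfp976 (-2.64) and Sult2b1, at 2 UMIs and a CPM ratio of 0.0105 (0.00127 to 0.0385), without Gdpd3 or Hoxb2. Serpina3i, Hspa1b and Tpm3-rs7 have close relatives in the genome, so their counts are uncertain where reads could be shared.

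In granulocyte-like cells of the deleted library the highest ratios were those of Cd79a (5.89), Ebf1 (5.62), Mzb1 (5.44), Vpreb3 (5.08) and Enpep, at 213 against 2 UMIs and a CPM ratio of 697 (190.5 to 5789). Of these 5 genes, 3 are on the B-lineage list that was raised in every class above. The lowest were Tpm3-rs7 (-4.07), Ncmap, at 0 UMIs and at least 35.5-fold lower, Cpa3 (-3.47), Car1 (-3.45) and Pf4, at 2 UMIs and a CPM ratio of 0.0299 (0.00361 to 0.109).

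Cell cycle lists were compared in classes with at least 200 cells. The S phase list was higher in SI than control HSPC-like cells by 0.17 log2 units (0.16 to 0.19), and the G2/M list by 0.16 (0.15 to 0.18). Leaving ribosomal protein and mitochondrial genes out of the total moved these most, to 0.13 and 0.12. In megakaryocyte-like SI cells the lists were higher by 0.23 and 0.14, and in erythroid-like SI cells they stood at -0.050 and -0.044. In granulocyte-like cells the S phase list stood at 0.026 in deleted and 0.017 in SI cells, and the latter changed sign to -0.0040 without those genes. The G2/M list stood there at -0.066 in deleted and -0.13 in SI cells. In basophil or mast-like SI cells, mostly of clusters of that library, the S phase list stood at -0.051 and the G2/M list at 1.24.

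Immunoglobulin contigs record rearrangement of the antigen receptor genes. A heavy chain contig was found in 0.253% (0.168 to 0.365) of control Kit+ cells, 22.1% (21.4 to 22.8) of deleted Kit+ cells, 0.192% (0.120 to 0.290) of SI Kit+ cells and 54.8% (54.0 to 55.6) of control B220lo cells. A light chain contig was found in 0.280%, 0.232%, 0.201% and 48.1% of these cells. The largest move among these shares came with contigs of at least 3 UMIs, which took the control B220lo light chain share to 41.6%. In the deleted library 1 of 122 HSPC-like cells and 9 of 433 granulocyte-like cells had a heavy chain. In the control Kit+ library these were 0 of 2675 HSPC-like cells, which allows a share of up to 0.112%, and 3 of 3560 granulocyte-like cells. In the SI library they were 3 of 2162 and 1 of 2849, and in the control B220lo library 3 of 21 and 58 of 318. The HSPC-like share of 0.820% (0.0208 to 4.48) in the deleted library thus had an interval that overlapped those of the control Kit+ and SI libraries.

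B lineage-like cells of the deleted Kit+ library were set against those of the control B220lo library. Sort, genotype, sex and stage differ together here. Of cells assigned to a B lineage-like cluster of the control libraries, 1 pro-B-like cluster took 89.3% of deleted and 5.05% of control B220lo cells. The contig values were not compared within that cluster, so they are not matched for stage. Of deleted cells with a heavy chain, 0.630% (0.380 to 0.982) also had a light chain, against 79.0% (78.1 to 79.9) of control B220lo cells. Requiring contigs of at least 3 UMIs moved these most, to 0.432% and 67.7%. Heavy chains of V family 5 made up 59.0% of deleted and 9.54% of control chains, and those of V family 1 made up 3.22% and 55.1%. The median CDR3 length was 36 nucleotides in deleted and 42 nucleotides in control cells. Heavy chains whose CDR3 nucleotide sequence was shared by 2 or more cells were found in 85.5% (84.2 to 86.8) of deleted and 4.22% (3.79 to 4.68) of control cells with a heavy chain.

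**Figure D3:**
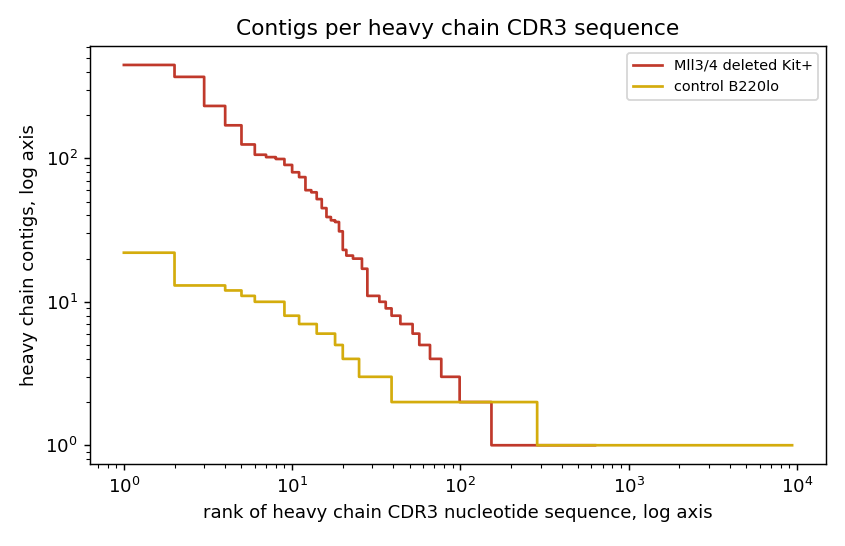
Heavy chain contigs per distinct CDR3 nucleotide sequence, ranked from the most to the least common (both axes log), for the deleted Kit+ and control B220lo libraries. The most common sequence has 448 contigs in the deleted and 22 contigs in the control B220lo library.

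No B lineage-like cluster held at least 50 cells of both libraries, so the planned comparison within shared clusters could not be made. In its place, chosen after the data were seen, cells of both libraries in 1 pro-B-like cluster of the control libraries were compared. Deleted cells were assigned to it by their 15 nearest control cells, with no limit on distance. The cells compared may thus be poorly matched, and the differences below may reflect this. This cluster took 11491 deleted cells, 89.3% of those assigned to a B lineage-like cluster, and 619 control B220lo cells, 5.05%. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) stood at 363 CPM (359 to 367) in deleted and 38.4 CPM (33.0 to 44.3) in control B220lo cells. Foxo1 was higher in deleted cells by 2.02 log2 units, while Spib (-5.77) and Ikzf3 (-4.34) were lower. Pax5 differed by -0.082 and Pou2af1 by -0.12. By the fixed rule Gal was highest, at 10274 against 2 UMIs and a CPM ratio of 278 (77.1 to 2300.0), before Rnase10 (6.10), Ackr3 (5.81), Mdga1 (5.58) and Grip1 (5.54) on the log2 scale. Cplx2 (-7.35), Lsp1 (-6.73) and Cd52 (-6.43) were among the lowest. Myl10 and Vpreb2 were lower still, but they lead the control cluster that defines these cells and are not read as results.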

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

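The tests of explanations in this part were all chosen only after the result was seen. Y-linked transcripts, which the rule for named genes leaves out, were abundant in 1 library. Over all deposited barcodes and summed over Ddx3y, Eif2s3y, Kdm5d and Uty, a list chosen after its values were seen, they stood at 149 CPM (147 to 151) in the deleted Kit+ library. The control Kit+ library had 4 UMIs of them, the SI library 5 and the control B220lo library 44. Xist, the transcript of the inactive X chromosome, went the other way, with 0.314 CPM in the deleted library and 422, 470 and 547 CPM in the control Kit+, SI and control B220lo libraries. This pattern is consistent with cells of male mice in the deleted library and of female mice in the others, and the labels give no sex.

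Female cells mixed in as the non-B cells of the deleted library are argued against, since 86.1% (78.6 to 91.7) of its 122 HSPC-like cells had a Y-linked UMI and 3 had an Xist UMI. What stays open is whether sex contributes to any difference between the deleted library and the others. With Xist at 0.314 CPM in the only deleted library, sex and genotype cannot be told apart, because no library of the other sex and the same genotype was analysed here.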

How the results depend on the processing

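Alternatives to naming clusters against the mean of clusters, and all basophil or mast-like share ratios, were chosen after seeing the data. So were the other CDR3 end lengths of 18 and 24 nucleotides. The 1 pro-B-like cluster used for the comparison with control B220lo cells was too. The other alternatives listed here were chosen before the data were examined. Of 315 alternative values, 197 stayed within the counting interval of the value as reported, 113 moved outside it and 5 reversed, which means a change of sign of a value whose interval excluded 0. Directions are deleted or SI over control, and the cause was not tested unless stated. List medians are log2 ratios in HSPC-like cells. Only values outside the counting interval of the value as reported are given below. No paired analysis was possible because every group has 1 library and the shared replicate number 1 pairs nothing.

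With only HSPC-like cells counted, counts were 68.2 CPM of Kmt2c in control, 38.9 CPM of Kmt2c in deleted, 78.1 CPM of Kmt2c in SI and 15.2 CPM of Kmt2d in deleted cells.

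Under the looser cell filter, log2 share ratios were -4.17 for deleted HSPC-like and -0.12 for SI granulocyte-like cells, and the B-lineage list had a median of 3.91 in deleted and 0.034 in SI cells. The median of the myeloid list was 0.048 in deleted cells.

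With doublets kept, log2 share ratios were -4.03 for deleted HSPC-like, -0.091 for SI HSPC-like, -5.63 for deleted erythroid-like and 3.69 for SI basophil or mast-like cells, and the B-lineage list had a median of 4.38 in deleted cells. The median of the myeloid list was 0.23 in deleted and -0.032 in SI cells, and the HSC list had a median of -0.35 in deleted and -0.20 in SI cells.

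With clusters named against all other cells, log2 share ratios were -4.21 for deleted HSPC-like and -0.25 for SI HSPC-like cells, and the B-lineage list had a median of 4.02 in deleted cells. The median of the myeloid list was 0.075 in deleted and -0.12 in SI cells.

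Among cells outside the B class, log2 share ratios were -0.84 for deleted HSPC-like, 0.57 for deleted granulocyte-like and -1.33 for deleted erythroid-like cells.

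At Leiden resolution 0.5, log2 share ratios were -0.64 for SI HSPC-like, -1.13 for SI granulocyte-like, -5.64 for deleted erythroid-like and 7.71 for SI basophil or mast-like cells, and the B-lineage list had a median of -0.0065 in SI cells. The HSC list had a median of -0.15 in SI cells.

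With clusters from the control libraries, log2 share ratios were 0.39 for SI HSPC-like, -0.081 for SI granulocyte-like and 1.89 for SI basophil or mast-like cells, and the B-lineage list had a median of 3.59 in deleted and -0.059 in SI cells. The median of the myeloid list was -0.21 in SI cells, and the HSC list had a median of -0.48 in SI cells.

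With clusters named against the median cluster, log2 share ratios were -0.52 for SI HSPC-like and -1.11 for SI granulocyte-like cells, and the HSC list had a median of -0.13 in SI cells.

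At Leiden resolution 2.0, log2 share ratios were -0.23 for SI granulocyte-like, -5.65 for deleted erythroid-like, -1.49 for SI erythroid-like and 3.51 for SI basophil or mast-like cells, and the median of the myeloid list was -0.50 in deleted cells. The HSC list had a median of -0.18 in SI cells.

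With program genes left out of the variable genes, log2 share ratios were -0.25 for SI granulocyte-like and 10.23 for SI basophil or mast-like cells, and the B-lineage list had a median of 0.047 in SI cells. The median of the myeloid list was 0.016 in deleted cells.

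Under the stricter cell filter, log2 share ratios were -5.61 for deleted erythroid-like and 10.31 for SI basophil or mast-like cells, and the B-lineage list had a median of 2.94 in deleted cells. The median of the myeloid list was -0.22 in SI cells, and the HSC list had a median of -0.15 in SI cells.

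At a pseudocount of 0.1 CPM, the B-lineage list had a median of 4.36 in deleted and 0.46 in SI cells.

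At a pseudocount of 10 CPM, the B-lineage list had a median of 0.79 in deleted and 0.028 in SI cells, and median absolute log2 ratios were 0.18 for SI basophil or mast-like, 0.065 for SI erythroid-like, 0.098 for deleted granulocyte-like, 0.070 for SI granulocyte-like, 0.16 for deleted HSPC-like, 0.090 for SI HSPC-like and 0.11 for SI megakaryocyte-like cells. Correlations were 0.177 in granulocyte-like and 0.179 in HSPC-like cells.

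Over list genes with at least 20 UMIs, the B-lineage list had a median of 3.15 in deleted cells.

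In cells with no contig, the B-lineage list had a median of 0.0049 in SI cells.

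Centred on the median gene, the median of the myeloid list was -0.37 in SI cells, and the HSC list had a median of -0.14 in SI cells. Median absolute log2 ratios were 0.26 for SI basophil or mast-like, 0.091 for SI erythroid-like, 0.10 for SI granulocyte-like and 0.10 for SI HSPC-like cells.

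With the mean of each cell's CPM, the median of the myeloid list was -0.21 in SI cells, and the HSC list had a median of -0.26 in SI cells.

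With clusters reweighted to the control shares, the HSC list had a median of -0.13 in SI cells.

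Over genes with at least 30 UMIs, median absolute log2 ratios were 0.29 for SI basophil or mast-like, 0.10 for SI erythroid-like, 0.16 for deleted granulocyte-like, 0.11 for SI granulocyte-like, 0.24 for deleted HSPC-like, 0.13 for SI HSPC-like and 0.16 for SI megakaryocyte-like cells.

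Thinned to 1000 UMIs, the percentage of control HSPC-like cells with a UMI was 16.7 for any list gene and 0 for Ebf1, and the percentage of deleted HSPC-like cells with a UMI was 33.6 for any list gene, 0 for Pax5 and 1.64 for Cd79a. The percentage of SI HSPC-like cells with a UMI was 18.1 for any list gene, 0 for Ebf1, 0 for Pax5 and 0 for Cd79a.

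Without thinning, the percentage of control HSPC-like cells with a UMI was 71.2 for any list gene, and the percentage of deleted HSPC-like cells with a UMI was 97.5 for any list gene, 26.2 for Ebf1 and 34.4 for Cd79a. The percentage of SI HSPC-like cells with a UMI was 75.3 for any list gene.

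Requiring contigs of at least 3 UMIs, the percentage of control B220lo cells with a chain was 53.8 for the heavy chain and 41.6 for the light chain, and of control B220lo cells with a heavy chain, 67.7% also had a light chain and 3.66% were in shared clonotypes.

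Over all deposited barcodes, the percentage of control B220lo cells with a chain was 54.0 for the heavy chain.

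With the V gene as part of a clonotype, of control B220lo cells with a heavy chain, 3.66% were in shared clonotypes.

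Over genes outside ribosomal protein and mitochondrial genes, S phase list log2 ratios were -0.065 for SI erythroid-like, 0.00083 for deleted granulocyte-like, -0.0040 for SI granulocyte-like, 0.13 for SI HSPC-like and 0.19 for SI megakaryocyte-like cells, and G2/M list log2 ratios were -0.059 for SI erythroid-like, -0.091 for deleted granulocyte-like, -0.15 for SI granulocyte-like, 0.12 for SI HSPC-like and 0.10 for SI megakaryocyte-like cells.

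The deleted over control ratios of HSPC-like and erythroid-like cells stayed negative, and that of B lineage-like cells positive, under every alternative run. The SI ratio of basophil or mast-like cells stayed positive under every alternative run. The granulocyte-like ratio of deleted cells changed direction only with cells outside the B class, where the alternative by its construction removes the B lineage-like cells from the total. The values that reversed were this ratio (0.57), the SI ratio of HSPC-like cells (0.39), the SI median of the B-lineage list (-0.0065 and -0.059) and the S phase ratio of granulocyte-like SI cells (-0.0040). The deleted median of the myeloid list, whose interval included 0, changed sign under 4 alternatives. The B lineage-like share of deleted cells was 93.5% as reported and 51.9% under the stricter cell filter, where control fell as well, so that its log2 ratio hides the move. Centring on the median gene leaves a correlation as it is by construction. The 43 control and 22 SI cells of the B lineage-like class and the 122 HSPC-like cells of the deleted library limit what counting can resolve.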

Other observations

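All tests of explanations in this part were chosen after the result was seen, and each pattern was found and tested on the same libraries.

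Free RNA from B lineage-like cells is a candidate explanation for B-lineage genes in HSPC-like cells of the deleted library. The B-lineage list rose over control by 292 CPM in HSPC-like cells, 393 CPM in megakaryocyte-like, 573 CPM in granulocyte-like and 626 CPM in erythroid-like cells, which is 1.46%, 1.97%, 2.87% and 3.13% of its level in B lineage-like cells. Expression in the 122 named HSPC-like cells beyond that of other classes is argued against, since their rise was the lowest of the 4. This does not cover unnamed cluster 16, with 7 HSPC markers and 86 deleted cells. Naming against all other cells put it in the class and moved the list median from 2.53 to 4.02. Summed levels were not taken there. Cells with a strong B-lineage program would be named B lineage-like, so the class cannot show them. The rises of the 4 classes differed by more than counting error, so free RNA at 1 level for all classes does not account for the differences. Whether doublets that escaped removal or expression in some classes add to it stays open, as does priming below this background, with 122 HSPC-like cells.

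B lineage-like cells filled the deleted Kit+ library. A swap of labels with the control B220lo library is argued against by Kit at 363 CPM against 38.4 CPM in cells assigned to the same control cluster. Whether the sort took other cells than Kit+ ones cannot be told apart from a change of the marrow with 1 library, since the HSPC-like share of 0.885% lay between 0.136% in control B220lo and 24.1% in control Kit+ cells.

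Heavy chains of the deleted library shared CDR3 ends. The last 21 nucleotides, TGGGCCGACTTTGACTACTGG, closed 48.7% (47.1 to 50.4) of its 3393 deposited heavy chain contigs, over 21 V genes and 52 CDR3 sequences. Large clones weigh on this share, and of 631 distinct CDR3 sequences the end closed 8.24% (6.22 to 10.7), near the 8.40% of the most common end among distinct sequences. Of 9810 control B220lo heavy chain contigs, 0 had this end, and their own most common end of that length closed 6.51%. In the deleted library the last 18 nucleotides closed 48.9% of contigs and 8.87% of distinct sequences, where another end closed 14.1% of distinct sequences. The last 24 nucleotides closed 42.8% of contigs and 4.75% of distinct sequences, over 15 V genes and 30 CDR3 sequences. Copies of a single heavy chain spread over barcodes are argued against, since they would carry 1 V gene and not 21. Chimeric cDNA is argued against as the main cause, since it would put whole CDR3 sequences under several V genes, and 1 of the 52 sequences was. A hypothesis is that the chains with this end came from a shared precursor with a rearranged DJ segment, followed by many V-to-DJ joins. The 8.24% of distinct sequences with 21 V genes, against 0 of 9367 in control B220lo cells, is consistent with it. It does not extend to the other distinct sequences of the library. Replacement of the V gene in an already joined chain was not tested and stays open. The gene IGHV5-2 made up 42.6% of deleted and 0.632% of control B220lo heavy chain contigs.

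Basophil or mast-like cells were common in the SI library. Joint clustering is argued against as the whole cause, since a log2 ratio of 1.89 remained with clusters from the control libraries, below the 4.06 of joint clustering. Cluster 25, shared by both libraries, went the other way, with 1.95% of control Kit+ and 1.26% of SI cells. The rise in joint clustering thus lay in clusters 8, 12 and 34. Within the class, the fixed rule named Prss34 (-7.86) as lowest in SI over control cells, and Serpina3i, at least 96.5-fold higher, as highest. A shift of the whole library cannot be told apart from another cell makeup with 1 SI library. Cpa3, a marker of the class, also stood at 422 CPM in SI against 177 CPM in control HSPC-like cells, and at 351 against 75.8 CPM in granulocyte-like cells. Control B220lo cells had 802 CPM (679 to 940) in 21 HSPC-like and 79.9 CPM in granulocyte-like cells, but 10 of these 21 cells lay in a cluster made mostly of SI cells, so this is not an independent control level. The genotype stays open as well.

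Tpm3-rs7 was low in both altered libraries, with 1.70 CPM in deleted and 1.78 CPM in SI cells, against 45.5 CPM in control Kit+ and 42.8 CPM in control B220lo cells. Within the control B220lo library it stood at 42.6 CPM in B lineage-like cells but at 12.7 CPM (9.23 to 17.05) in granulocyte-like and 5.56 CPM (1.80 to 12.97) in erythroid-like cells, and 0 UMIs in HSPC-like cells allow up to 15.8 CPM. Whether these are levels of control cells stays open, since some of the non-B cells of that library lay in clusters made mostly of SI cells. The SI log2 ratio ran from -4.26 to -4.00 over 4 classes. A gene variant carried in every cell of the altered libraries may explain this, but such a variant and the genotype cannot be told apart here, because both altered libraries differ from control in genotype. Whether reads were shared with the related gene Tpm3 was not tested.

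Control B220lo cells lay in clusters of the SI library. There were 72 of them in the 4 clusters with at least 95% of their cells from the SI library. Barcodes of SI cells read in the control B220lo library are argued against, since 1.39% (0.0352 to 7.497) of the 72 had a barcode that is also in the SI library, against 1.47% of all kept control B220lo cells. Cells of the SI marrow mixed into the control B220lo library may be present, but cannot be told apart from an effect of the sort. In 334 control B220lo cells of 11 clusters shared with control Kit+ and SI cells, the 7 genes named in 2 or more of the HSPC-, granulocyte-, erythroid- and megakaryocyte-like classes of SI were placed between control Kit+ (position 0) and SI (position 1). Their median position was 0.821 (0.751 to 0.892), which is that of Tpm3-rs7 itself and so adds nothing to its low level. Of the 7 genes 4 lay nearer SI, while Gdpd3 (0.321), Serpina3i (0.352) and Hspa1b (0.283) lay nearer control, so 1 share of SI cells does not account for them all. Non-B cells of the control B220lo library are therefore a weak control for the Kit+ libraries.

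Def8 was high throughout the deleted library. It stood at 1075 CPM in HSPC-like, 976 CPM in granulocyte-like, 430 CPM in erythroid-like and 1333 CPM in megakaryocyte-like cells, and at 1784 CPM in B lineage-like cells. Free RNA is argued against as the main cause, since the HSPC-like rise over control came to 56.1% of the B lineage-like level, while that of the B-lineage list came to 1.46%. Sex, a gene variant and the genotype stay open, as untested.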
